A study of Homo sapiens with 20 samples. Its data were reported in "The long noncoding RNA lncNB1 promotes tumorigenesis by interacting with ribosomal protein RPL35" (2019).

How the data were processed

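BE(2)-C is an established human neuroblastoma cell line with amplification of the MYCN oncogene. Cells were transfected for 48 h with a control siRNA or with 1 of 2 siRNAs (siRNA-1, siRNA-2) against the long noncoding RNA lncNB1, treated with cycloheximide to hold ribosomes on mRNA, and fractionated on sucrose gradients. RNA of light polysomes (mRNA carrying few ribosomes) and of heavy polysomes (mRNA carrying many) was hybridized to Affymetrix Clariom S human arrays, with an input of 100 ng. There were 20 arrays in 6 groups. The control groups held 4 light and 4 heavy arrays, and each siRNA had 3 light and 3 heavy arrays. Groups and replicate numbers were taken from the sample titles. The study describes the heavy polysome experiment as repeated, but the sample labels do not say how replicates were made, so p-values measure only the spread between these samples, part of which may be technical.

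The authors processed the arrays with the robust multi-array average method (RMA) of the oligo package, which corrects background, normalizes by quantiles and gives 1 log2 value per probe set, and deposited the log2 values used here. The submitters' processing notes name R 3.5.3 and limma 3.38.3. Whether heavy and light arrays were normalized together is not given in the sources used here. The medians of the 20 arrays lay between 6.58 and 6.68, and single values ran from 1.58 to 13.2. Because each array was scaled to a common distribution, a change is relative to the other mRNAs of the same fraction, and neither the total amount of polysomal RNA nor the share of ribosomes in a fraction was measured. The genome build is not given in the sources used here, so no coordinates are given.

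The table held 27189 probe sets. Control and other probe sets (5741) were left out, and 21448 transcript clusters were tested. Of these, 17709 had 1 gene symbol in the platform annotation, 0 had several and 3739 had none; unnamed clusters were counted but not named. A gene with several clusters (20 symbols) was represented by the cluster with the highest mean. List members were matched by symbol, or by a synonym that pointed to 1 gene. The depth of the lncNB1 knockdown was not analysed here.

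Tests were run with R 4.3.3 and limma 3.58.1 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all clusters and an adjusted p under 0.05 as the threshold for a call. The knockdown effect was the mean of siRNA-1 and siRNA-2 minus control, fitted within the 10 heavy or the 10 light arrays. Each siRNA against control, and siRNA-1 against siRNA-2, came from the same fits. The heavy-to-light shift was tested on the heavy minus light difference of each of the 10 transfections (arrays with the same siRNA and replicate number, taken as 1 transfection, which the labels do not state), as was heavy against light in control cells. Counts at the thresholds stated with the study's list for heavy polysomes (1.5-fold at an unadjusted p under 0.05) were made from the heavy fit.

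Lists of genes were fixed before the data files were opened: E2F targets and DNA replication, G2/M and mitosis, replication-dependent histones, large-subunit and small-subunit cytosolic ribosomal proteins, translation factors, mitochondrial ribosomal proteins, respiratory chain subunits, ATF4 response, endoplasmic reticulum chaperones, cholesterol synthesis, p53 targets, ERK targets, MYC targets, adrenergic identity, mesenchymal identity, Schwann cell markers, Wnt targets, interferon-stimulated genes, apoptosis regulators, secreted and membrane proteins, SR and splicing factors, genes named in the study's text, and 3 lists of the study. Of the last, 1 list (lower in heavy polysomes) was chosen by the study on these samples, and the other 2 (lower and higher in total RNA) on other arrays of the same cell line and siRNAs. A Y-linked gene of the heavy list was left out, since Y-linked levels are not reported here. A list of nuclear noncoding RNAs and snoRNA hosts had 0 of 15 members measured and was not tested. The other 26 lists were tested with camera (preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the lists of a comparison; camera with an estimated correlation and fry were alternatives.

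Named genes followed a rule fixed in advance. For each of 4 comparisons (heavy, light, shift, heavy against light), the 10 largest changes in each direction were taken among called clusters with 1 symbol and, in knockdown comparisons, the same sign for both siRNAs. Where fewer than 5 passed in a direction, the smallest p-values filled the number to 5 and were reported as not passing. Genes named in the study's text, and up to 4 genes per list with the smallest p-values, were added.

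The comparisons named below were tested on simulated arrays of 21448 clusters, of which 200 were changed. Means were the real ones (0 for heavy against light), and spreads were drawn at random from the prior distribution fitted to the real ones. Knockdown changes were equal for both siRNAs and no replicate effect was added, so recovery in the real data may differ. Of changes of 0.58 and of 1 on the log2 scale, the heavy test recovered 49% and 93%, the light test 52% and 100%, the shift test 9% and 72%, heavy siRNA-1 against siRNA-2 14% and 83%, light siRNA-1 against siRNA-2 19% and 78%, and heavy against light 40% and 95%. The number of arrays limits the precision. Replicates of a group correlated at 0.981 to 0.994, and no 2 arrays of a group were identical (smallest SD of their difference 0.232 on the log2 scale).

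Alternatives were: each replicate left out in turn, the replicate number as a block, a mean-dependent and robust prior, a minimum mean log2 value of 5, repeated quantile normalization, centring on the median, array weights, both siRNAs as 1 group, all 20 arrays in one fit, a fold threshold, and controls split between the siRNAs. Leaving replicate 1 out of every group, and the overlap of siRNA calls in simulated unchanged groups and with split controls, were added after seeing the data, as were divisions of the arrays with both siRNAs as 1 group. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.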

Results

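Clariom S arrays measured mRNA in heavy and light polysomes of BE(2)-C neuroblastoma cells after control siRNA (4 arrays per fraction), lncNB1 siRNA-1 (3 per fraction) or lncNB1 siRNA-2 (3 per fraction). The first principal component held 47.3% of the variance and separated the fractions, with light arrays between -42.3 and -19.2 and heavy arrays between 6.50 and 46.0. The second held 17.1% and separated siRNA-1, between 24.4 and 37.9 in both fractions, from control and siRNA-2 arrays, between -16.0 and -8.38. Heavy and light arrays of replicate 1 were less separated than the others. The slope of each heavy minus light difference on the mean of all other transfections was 0.527 for control, 0.585 for siRNA-1 and 0.727 for siRNA-2 of replicate 1. It was 0.9 to 1.07 for the 5 transfections of replicates 2 and 3, and 1.33 and 1.38 for control and siRNA-1 replicate 4.

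The comparison of knockdown with control in heavy polysomes asked which mRNAs became more or less abundant where ribosome load is high. ABCA12, a lipid transporter, rose by 1.73 on the log2 scale (SE 0.147, 6 knockdown against 4 control arrays, limma adjusted p = 0.000229), and SLC7A11, a subunit of the cystine and glutamate exchanger, rose by 1.67 (SE 0.150, adjusted p = 0.000319). LUM (1.47), SCG5 (1.37), CREBRF (1.31), TP53INP1 (1.26), MIGA1 (1.25), SAMD9 (1.18), TXNIP (1.13) and TP53TG3D (1.09) also rose. DKK1, a secreted Wnt inhibitor, fell by 1.24 (SE 0.136, adjusted p = 0.00158), and G3BP1, a stress granule protein, fell by 0.98 (SE 0.138, adjusted p = 0.00582). TMEM64 (-1.09), DENND6A (-0.99), PGR (-0.96), EIF5A2 (-0.93), the R-spondin receptor LGR5 (-0.87), the replication factor GINS4 (-0.87), HIPK1 (-0.84) and FAM167A (-0.82) were lower as well.

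In all, 347 transcript clusters passed in heavy polysomes (limma, Benjamini-Hochberg), 243 higher and 104 lower, and 2973 had an unadjusted p under 0.05. With both siRNAs as 1 group of 6 arrays, where the difference between siRNAs adds to the spread, 11 passed. MIGA1, TXNIP and DKK1 (each adjusted p = 0.00517), SLC7A11 and DENND6A (each 0.0416) were among them. The other 15 genes named above lost their calls (adjusted p from 0.0553 for ABCA12 and G3BP1 to 0.515 for SAMD9, which had 2.24 with siRNA-1 and 0.11 with siRNA-2). The count fell to 218, 92, 143 and 131 without control replicate 1, 2, 3 or 4, to 163 without siRNA-1 replicate 2, and to 134 and 154 without siRNA-2 replicate 2 or 3, and was 550 without siRNA-1 replicate 1. SAMD9 lost its call without control replicate 2 or 3 (adjusted p up to 0.0522). TMEM64 lost it without control replicate 1 or 2, siRNA-1 replicate 2 or siRNA-2 replicate 2 or 3 (up to 0.0892). PGR (up to 0.102) and TP53TG3D (up to 0.0842) lost theirs without control replicate 2, 3 or 4, siRNA-1 replicate 2 or siRNA-2 replicate 2 or 3, and TP53TG3D also without siRNA-2 replicate 1. At 1.5-fold and an unadjusted p under 0.05, 203 clusters were higher and 122 lower, the latter count being 185 without siRNA-1 replicate 1.

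Cell cycle genes were lower in heavy polysomes as groups on the mean of both siRNAs. Of 62 measured E2F targets and replication genes, 8 fell, 0 rose and 54 did not pass (30 fell when adjusted over the list alone), with a median of -0.34. BRCA1 fell by 0.66 (SE 0.1, adjusted p = 0.0072) and GINS4 by 0.87. The list passed with camera (adjusted p = 8.58e-24) and not with an estimated correlation (adjusted p = 0.123 with an estimated correlation). Of 63 G2/M and mitosis genes, 11 fell, 0 rose and 52 did not pass (27 adjusted over the list alone), with a median of -0.34. ARHGEF39 fell by 0.62 (SE 0.101, adjusted p = 0.00984) and CEP55, an abscission factor, by 0.74 (SE 0.146, adjusted p = 0.0271). This list kept its call (adjusted p = 1.72e-24 with camera, adjusted p = 0.0433 with an estimated correlation). Of 44 replication-dependent histones, H1-4 alone fell, by 0.51 (SE 0.118, adjusted p = 0.0474), 43 did not pass, 6 were lower adjusted over the list alone, and the median was -0.30 (camera adjusted p = 4.02e-11, adjusted p = 0.538 with an estimated correlation). CEP55 lost its call without any 1 of control replicates 2 to 4, siRNA-1 replicate 2 and siRNA-2 replicates 2 and 3 (adjusted p up to 0.0863), and H1-4 without any 1 array but siRNA-1 replicate 1 (up to 0.163). With both siRNAs as 1 group the 5 genes named here lost their calls (adjusted p from 0.213 for ARHGEF39 to 0.568 for H1-4), and with siRNA-2 alone the E2F and G2/M medians were -0.04 and -0.02.

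Genes of the ATF4 amino acid stress response were higher on the mean of both siRNAs, which hid a difference between them: the list median was 0.47 with siRNA-2 and -0.14 with siRNA-1. Of 37 measured, 4 rose, 0 fell and 33 did not pass (4 rose adjusted over the list alone): SLC7A11, the lipoprotein receptor VLDLR (0.88, SE 0.150, adjusted p = 0.0118), CHAC1, which degrades glutathione (0.55, SE 0.108, adjusted p = 0.0248), and DDIT4 (0.52, SE 0.115, adjusted p = 0.0404). The list median was 0.19 (camera adjusted p = 5.27e-06, adjusted p = 0.0433 with an estimated correlation). CHAC1 lost its call without control replicate 1, 3 or 4, siRNA-1 replicate 2 or siRNA-2 replicate 2 (adjusted p up to 0.0809), and VLDLR without control replicate 2 (0.0569). DDIT4 kept its call only without siRNA-1 replicate 1 or 4 (up to 0.142 without the others). VLDLR (0.0845), DDIT4 (0.427) and CHAC1 (0.743) lost theirs with both siRNAs as 1 group.

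Among 19 Wnt targets 3 fell, DKK1, LGR5 and LEF1 (-0.52, SE 0.118, adjusted p = 0.0435), 0 rose and 16 did not pass. Adjusted over the list alone, 3 were lower and 1 higher (median -0.05, camera adjusted p = 0.00786, adjusted p = 0.0572 with an estimated correlation). DKK1 encodes an inhibitor of the pathway and LGR5 an enhancer. Among 38 secreted and membrane proteins TENM4 (0.75), IGF2R (0.71) and PLXNA1 (0.69) rose, 0 fell and 35 did not pass, with 6 higher adjusted over the list alone (median 0.05, camera adjusted p = 0.0103, adjusted p = 0.603 with an estimated correlation). The neuronal gene STMN2 fell by 0.71 (SE 0.118, adjusted p = 0.0113) as 1 of 28 adrenergic identity genes, of which 27 did not pass and 3 were lower adjusted over the list alone (median -0.12, camera adjusted p = 0.0103, adjusted p = 0.538 with an estimated correlation). Of 53 respiratory chain subunits, 0 passed singly in limma, over all genes or adjusted over the list alone, and the list passed as higher with a median of 0.13 (camera adjusted p = 0.0103, adjusted p = 0.832 with an estimated correlation). NDUFB2 had 0.46 (SE 0.171, adjusted p = 0.224). LEF1 lost its call without any 1 of control replicates 2 to 4, siRNA-1 replicate 2 and siRNA-2 replicates 1 to 3 (adjusted p up to 0.146), PLXNA1 without control replicate 2, 3 or 4 (up to 0.056) and STMN2 without control replicate 2 (0.0538). LEF1 (0.186), LGR5 (0.19), TENM4 (0.206), IGF2R (0.206), PLXNA1 (0.293) and STMN2 (0.532, -0.035 with siRNA-1 and -1.38 with siRNA-2) lost their calls with both siRNAs as 1 group.

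Among 228 genes that the study had listed as lower in total RNA, on other arrays, 38 fell in heavy polysomes, 0 rose and 190 did not pass (137 lower adjusted over the list alone), with a median of -0.40. TUBD1 fell by 0.76 (SE 0.092, adjusted p = 0.00186). Of 13 listed as higher in total RNA, 8 rose and 5 did not pass (11 higher adjusted over the list alone), with a median of 0.83. PI15 rose by 1.16 on the mean, with 2.48 for siRNA-1 and -0.15 for siRNA-2. TUBD1 (0.19) and PI15 (0.595) lost their calls with both siRNAs as 1 group. Of the 33 genes used here from the list for heavy polysomes (1 Y-linked gene was left out), 29 fell and 4 did not pass, with a median of -0.64. Adjusted over the list alone the count was 31, which is not independent evidence, since the study chose the list on these samples. DKK1, G3BP1, DENND6A and SLCO4A1 (-0.72) were in it. The camera adjusted p was 1.06e-52, 1.05e-19 and 7.37e-47, and for each list adjusted p = 0.00997 with an estimated correlation.

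The other 15 lists did not pass in heavy polysomes (camera adjusted p from 0.0643 to 0.951). Of 26 large-subunit ribosomal proteins and 20 small-subunit ones, 0 passed in limma over all genes or adjusted over the list alone (medians -0.03 and -0.03, adjusted p = 0.322 and 0.517). RPL6 had the smallest p among the former (-0.34, SE 0.099, adjusted p = 0.112). Of 38 translation factors, EIF5A2 and EIF1AX (-0.75, SE 0.170, adjusted p = 0.0449) fell and 36 did not pass (2 lower adjusted over the list alone, adjusted p = 0.731 for the list). EIF1AX lost its call without control replicate 1, 2 or 4, siRNA-1 replicate 2 or 4, or siRNA-2 replicate 2 or 3 (adjusted p up to 0.155), with repeated quantile normalization, and with both siRNAs as 1 group (0.503). TP53INP1 was 1 of 23 p53 targets and the only one to pass, over all genes or adjusted over the list alone (adjusted p = 0.706 for the list). No member passed among 68 mitochondrial ribosomal proteins (0.951), 23 endoplasmic reticulum chaperones (0.731), 19 cholesterol synthesis genes (0.21), 25 ERK targets (0.79), 32 MYC targets (0.0643), 25 mesenchymal genes (0.706), 7 Schwann cell markers (0.913), 32 interferon-stimulated genes (0.73), 28 apoptosis regulators (0.706) and 20 SR and splicing factors (0.517), each value being the camera adjusted p of the list. Among the apoptosis regulators, 1 (CASP9, 0.48, SE 0.115, adjusted p = 0.0541) passed adjusted over the list alone. Median, mean and test differed in sign for translation factors, mitochondrial ribosomal proteins, p53 targets and Schwann cell markers.

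E2F1 was the mRNA the study followed. Its heavy polysome signal was 8.61 ± 0.145 (SD, n = 4) in control cells, 7.91 ± 0.284 (n = 3) with siRNA-1 and 8.17 (n = 3) with siRNA-2, and it fell by 0.575 on the log2 scale (SE 0.123, 95% confidence interval -0.841 to -0.309, limma adjusted p = 0.0368), which is 1.49-fold and so under the 1.5-fold threshold. The fold printed for E2F1 in the study's list also lay under 1.5. The effect was -0.71 with siRNA-1 (adjusted p = 0.00873) and -0.44 with siRNA-2 (adjusted p = 0.308). The call was lost without any 1 of control replicates 1 to 4, siRNA-1 replicates 2 and 4 and siRNA-2 replicates 2 and 3, with estimates between -0.66 and -0.53 and adjusted p between 0.009 and 0.128 over the 10 settings, and with both siRNAs as 1 group (adjusted p = 0.206). Over all 19 alternatives the smallest adjusted p was 0.00441, and a required fold of 1.5 or more also removed the call, since E2F1 did not reach it. The call was kept with the replicate number as a block, with array weights and without replicate 1 in every group. Fits with 1 array left out held no such block. DEPDC1B, an ERK pathway gene, fell by 0.52 (SE 0.118, adjusted p = 0.0435), a call lost without any 1 of the same 8 arrays (estimates between -0.60 and -0.46, adjusted p up to 0.154) and with both siRNAs as 1 group (adjusted p = 0.312). DEPDC1B also lost its call without replicate 1 in every group and at a required fold of 1.5 or more. It kept its call with the replicate number as a block. Its effect was -0.76 with siRNA-1 (limma adjusted p = 0.00458) and -0.29 with siRNA-2 (0.594). MYCN had -0.13 (SE 0.088, adjusted p = 0.585) and RPL35 0.03 (SE 0.118, adjusted p = 0.959). Of 13 measured genes named in the study, E2F1 and DEPDC1B fell, 11 did not pass, and adjusted over the list alone 2 were lower (camera adjusted p = 0.219).

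**Figure D1:**
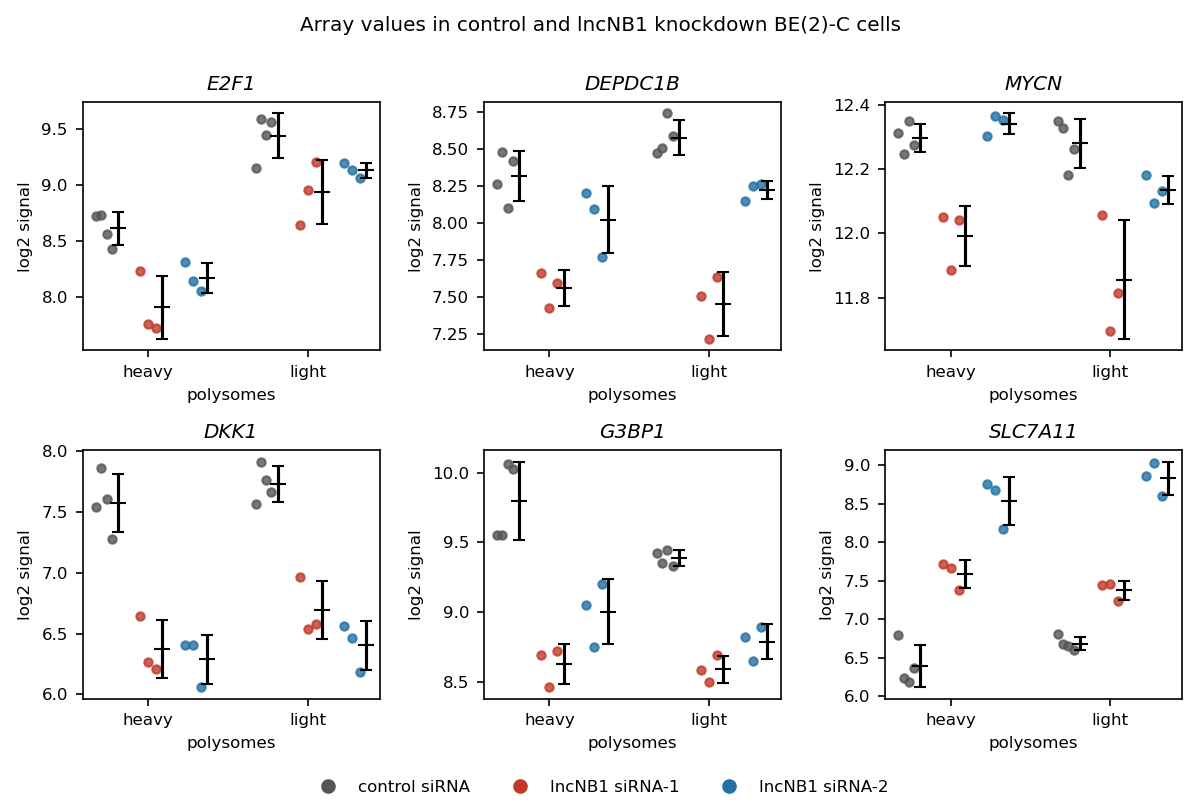
Log2 array signal of 6 genes in heavy and light polysomes of BE(2)-C cells. Points are single arrays coloured by siRNA, and bars are the group mean ± SD (n = 4 control, n = 3 per siRNA). E2F1 averaged 8.61 in heavy and 9.44 in light polysomes of control cells, and 7.91 and 8.94 with siRNA-1.

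In light polysomes the same contrast asked whether mRNAs changed where ribosome load is low. SLITRK6, a neuronal membrane protein, rose by 1.96 (SE 0.142, 6 knockdown against 4 control arrays, limma adjusted p = 1.35e-05), ABCA12 by 1.69, LUM by 1.54, SLC7A11 by 1.419, TP53TG3D by 1.424, PI15 by 1.30, TP53TG3C by 1.29, GDF9 by 1.27, TP53INP1 by 1.20 and LRRIQ1 by 1.15. MINAR2 fell by 1.43 (SE 0.175, adjusted p = 0.000952) and DKK1 by 1.18 (SE 0.122, adjusted p = 0.00027). TMEM64 (-1.01), COBLL1 (-0.99), LGR5 (-0.96), COPZ2 (-0.96), CIAO2A (-0.92), the ETS factor ELK3 (-0.92), C12orf75 (-0.91) and the angiotensin receptor AGTR1 (-0.91) were lower too. In total 633 clusters passed (limma, Benjamini-Hochberg), 302 higher and 331 lower, and 3304 had an unadjusted p under 0.05. With both siRNAs as 1 group 5 passed, among them DKK1 (adjusted p = 0.0127) and G3BP1 (0.0498), and the other 19 genes named here lost their calls (from 0.0507 for ABCA12 and AGTR1 to 0.434 for SLITRK6, which had 3.795 with siRNA-1 and 0.12 with siRNA-2). Without replicate 1 in every group 143 passed. The count was 387, 284 and 247 without control replicate 1, 2 or 4, 371 without siRNA-1 replicate 2, and 358, 384 and 420 without siRNA-2 replicate 1, 2 or 3, and C12orf75 lost its call without control replicate 2 or 4 or siRNA-2 replicate 2 or 3 (adjusted p up to 0.101).

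Cell cycle genes were lower in light polysomes too on the mean of both siRNAs, while the E2F and G2/M medians with siRNA-2 alone were -0.04 and -0.04. Of 62 E2F targets and replication genes 25 fell, 0 rose and 37 did not pass (51 lower adjusted over the list alone), with a median of -0.41. CCNE1, which drives S phase entry, fell by 0.79 (SE 0.128, adjusted p = 0.00538), and ATAD2 and BRCA1 by 0.69 and 0.72. Of 63 G2/M and mitosis genes 30 fell, 0 rose and 33 did not pass (59 lower adjusted over the list alone), with a median of -0.46. DEPDC1B fell by 0.74 (SE 0.109, adjusted p = 0.00307) and PLK4, the centriole kinase, by 0.59. For DEPDC1B the effect was -1.12 with siRNA-1 (limma adjusted p = 7.3e-05) and -0.36 with siRNA-2 (0.331), and the siRNAs differed (0.00182). Both lists kept their calls with an estimated correlation (adjusted p = 0.0135 and 0.00387 with an estimated correlation, camera adjusted p = 7.7e-34 and 7.23e-42). Of 44 histones H2BC3, H2BC13 and H3C3 fell, 1 (H2AC15, 0.59, named after its value was seen) rose and 40 did not pass (22 lower and 1 higher adjusted over the list alone, camera adjusted p = 1.42e-11, adjusted p = 0.382 with an estimated correlation). H2BC3 (adjusted p up to 0.15) and H2BC13 (up to 0.13) lost their calls without control replicate 1, 2 or 4, siRNA-1 replicate 1 or 2, or siRNA-2 replicate 1 or 3, and H2BC3 also without siRNA-2 replicate 2. H3C3 lost its call without control replicate 2, 3 or 4, siRNA-1 replicate 2, or siRNA-2 replicate 2 or 3 (up to 0.0825). Calls lost with both siRNAs as 1 group were those of CCNE1 (0.0507), ATAD2 (0.207), DEPDC1B (0.232), H2BC3 (0.242), H3C3 (0.287), H2BC13 (0.297), PLK4 (0.315) and BRCA1 (0.476). Those lost without replicate 1 in every group included BRCA1, H3C3, H2BC3 and H2BC13, and repeated quantile normalization removed the calls of H2BC3 and H2BC13.

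Of 37 ATF4 response genes SLC7A11, CHAC1 (0.73, SE 0.110, adjusted p = 0.00334), asparagine synthetase ASNS (0.67, SE 0.125, adjusted p = 0.0104) and VLDLR (0.56, SE 0.116, adjusted p = 0.0179) rose in light polysomes, 0 fell and 33 did not pass (8 higher adjusted over the list alone, camera adjusted p = 4.05e-06, adjusted p = 0.0135 with an estimated correlation), again on the mean of siRNAs that differed (medians 0.42 with siRNA-2 and -0.12 with siRNA-1). Of 28 adrenergic identity genes ELAVL3 (-0.83, SE 0.110, adjusted p = 0.00172), STMN2 (-0.64, SE 0.129, adjusted p = 0.0161) and HAND2 (-0.38, SE 0.095, adjusted p = 0.0417) fell and 25 did not pass (5 lower adjusted over the list alone, camera adjusted p = 0.000913, adjusted p = 0.306 with an estimated correlation). HAND2 lost its call without any 1 of the 10 arrays (adjusted p up to 0.137), and STMN2 (0.0581) and VLDLR (0.0766) without control replicate 4. ELAVL3 (0.0737), SLC7A11 (0.164), VLDLR (0.204), STMN2 (0.471), CHAC1 (0.496), HAND2 (0.594) and ASNS (0.654) lost their calls with both siRNAs as 1 group. ASNS also lost its call with all 20 arrays in one fit. No MYC target passed in limma over all genes or adjusted over the list alone, and the list of 32 passed as lower (median -0.12, camera adjusted p = 0.0224, adjusted p = 0.382 with an estimated correlation). Of the genes listed by the study, 81 of 228 lower in total RNA and 23 of the 33 used from the heavy list fell (165 and 30 adjusted over the list alone, the latter is not independent evidence), and 10 of 13 higher in total RNA rose (11 adjusted over the list alone), with adjusted p = 0.0135, 0.0135 and 0.00291 with an estimated correlation. The other 17 lists did not pass with camera in light polysomes, and of the 100 divisions of the arrays into groups of these sizes, 45 gave as many lists as the real one in light and 32 in heavy polysomes. Large-subunit ribosomal proteins had a median of 0.003 and a mean of -0.01 in light polysomes. Of the genes named in the study, E2F1 had -0.41 (SE 0.126, adjusted p = 0.101), MYCN -0.28 (SE 0.102, adjusted p = 0.165) and TFDP1, the E2F partner, -0.46 (SE 0.120, adjusted p = 0.0514). With siRNA-1 alone they had -0.5 (limma adjusted p = 0.0394), -0.43 (0.0314) and -0.81 (0.00162), in that order. With siRNA-2 alone they had -0.31 (0.528), -0.14 (0.785) and -0.11 (0.873).

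Changes in one fraction were followed in the other. Of the 243 clusters that rose in heavy polysomes, 239 had the same sign in light polysomes and 111 passed there. Of the 104 that fell, 102 had the same sign and 67 passed. Independent lists of these sizes would share 3.42 and 1.60. ABCA12, SLC7A11, TP53INP1, DKK1, TMEM64 and LGR5 passed in both, and 0 of the 178 clusters that passed in both had opposite signs. Heavy and light arrays of the same number were taken as 1 transfection, so this overlap can hold chance differences between transfections.

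**Figure D2:**
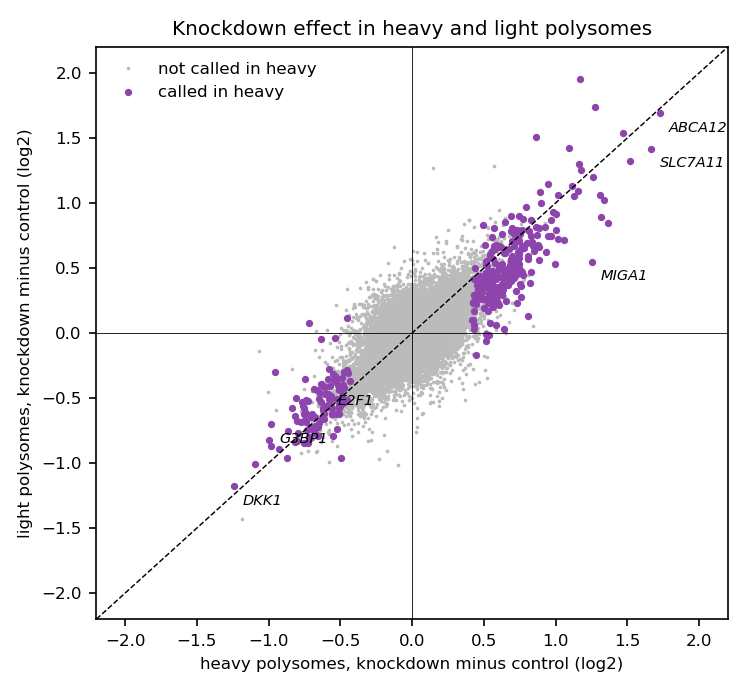
Knockdown effect (log2, mean of both siRNAs minus control) in heavy polysomes (x axis) and light polysomes (y axis), 1 point per transcript cluster, purple where the heavy effect passed. The dashed line marks equal effects, with 239 of 243 higher and 102 of 104 lower clusters having the same sign in both fractions.

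The shift between fractions tested whether knockdown moved an mRNA from heavy to light polysomes or the reverse. E2F1 had a heavy minus light difference of -0.83 ± 0.293 (SD, n = 4) in control cells, -1.03 ± 0.558 (n = 3) with siRNA-1 and -0.96 ± 0.0705 (n = 3) with siRNA-2. Its shift was -0.17 (SE 0.202, 95% confidence interval -0.599 to 0.264, limma adjusted p = 1), MYCN had 0.15 (SE 0.133, adjusted p = 1) and DEPDC1B 0.22 (SE 0.163, adjusted p = 1). No cluster passed in limma (0 of 21448, smallest adjusted p = 0.762), and 614 had an unadjusted p under 0.05. The count was 0 with all arrays in 1 unpaired fit, with the replicate number as a block, with array weights and without replicate 1 too. The clusters with the smallest p, none of which passed, included MIGA1 (0.71, SE 0.135, limma adjusted p = 1), LYPD1 (0.84), TMEM59 (0.62), TAAR6 (0.70) and PCP4 (0.57) toward heavy and GDF9 (-1.13, SE 0.193, adjusted p = 0.762), SCGB1A1 (-0.58), ALDH1L1 (-0.61), DNM3 (-0.59) and DCAF4L2 (-0.60) toward light polysomes. A simulated shift of 0.58 was called in 9% of cases and one of 1 in 72%. After adjustment over all clusters, a shift of the size of the E2F1 heavy effect would thus mostly be missed. This recovery does not apply to E2F1 taken alone, for which the unadjusted limma p of the shift was 0.42. The confidence interval of its shift held 0 and also -0.575, its heavy effect.

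Of the 26 lists, 1 passed in the shift: the 33 genes used from the study's list for heavy polysomes had a median of -0.14, with 26 below 0 and 0 passing singly in limma, over all genes or adjusted over the list alone. The camera adjusted p was 0.00333, the call was lost with an estimated correlation (adjusted p = 0.925 with an estimated correlation), and the list is not independent evidence, since it was chosen on the heavy arrays used here. PGR had -0.66 (SE 0.255, adjusted p = 1) and G3BP1 -0.28 (SE 0.153, adjusted p = 1). E2F targets (median 0.08), G2/M genes (0.07) and large-subunit ribosomal proteins (-0.04) did not pass (camera adjusted p = 0.42, 0.133 and 0.42). With the replicate number as a block these lists did pass, E2F targets and G2/M genes as higher and large-subunit ribosomal proteins as lower. Median, mean and test differed in sign for the genes named in the study, mitochondrial ribosomal proteins, Schwann cell markers and both total RNA lists.

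The siRNAs were then compared with control one at a time. SiRNA-1 changed 1912 clusters in heavy polysomes (1219 higher, 693 lower) and 2486 in light polysomes (1130 higher, 1356 lower), while siRNA-2 changed 89 (36 higher, 53 lower) and 88 (41 higher, 47 lower). Cell cycle genes fell with siRNA-1: the E2F list had a median of -0.62 in heavy and -0.79 in light polysomes, with 39 and 54 of 62 members lower, and the G2/M list -0.65 and -0.81, with 37 and 61 of 63 lower. The siRNA-1 E2F call had adjusted p = 0.094 in heavy and 0.0146 in light polysomes with an estimated correlation, the G2/M call 0.0283 and 0.00385. With siRNA-2 neither list passed (medians -0.04, -0.04, -0.02 and -0.04, camera adjusted p = 0.0816, 0.272, 0.166 and 0.472). CEP55 had -1.43 with siRNA-1 and -0.04 with siRNA-2 in heavy polysomes, and BRCA1 -1.14 and -0.17. ATF4 response genes rose with siRNA-2, with medians of 0.47 in heavy and 0.42 in light polysomes and 5 and 7 of 37 higher (camera adjusted p = 8.14e-28 and 7.15e-32, adjusted p = 0.00158 and 0.000245 with an estimated correlation). With siRNA-1 their medians were -0.14 and -0.12, 2 and 1 rose and 4 and 5 fell (camera adjusted p = 0.13 and 0.0474, adjusted p = 0.593 and 0.206 with an estimated correlation). CHAC1 had -0.38 with siRNA-1 and 1.49 with siRNA-2 in heavy polysomes. Without siRNA-1 replicate 2, siRNA-1 calls numbered 913 in heavy and 1531 in light polysomes. The heavy siRNA-2 calls numbered 18, 38, 30, 59, 10 and 14 without control replicate 2, 3 or 4, siRNA-1 replicate 2, or siRNA-2 replicate 2 or 3, and the light ones 35, 33, 25, 32, 21 and 19 without control replicate 1, 2 or 4 or siRNA-2 replicate 1, 2 or 3.

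The difference between the siRNAs was tested directly. SiRNA-1 and siRNA-2 differed for 1877 clusters in heavy polysomes (1178 higher and 699 lower with siRNA-1) and 2635 in light polysomes (1203 higher and 1432 lower). ATF4 response genes were lower with siRNA-1 than with siRNA-2, 20 of 37 in each fraction (medians -0.61 and -0.65, adjusted p = 0.00965 and 0.00158 with an estimated correlation). G2/M genes were lower with siRNA-1, 26 of 63 in heavy (median -0.58, adjusted p = 0.105 with an estimated correlation) and 57 of 63 in light polysomes (median -0.84, adjusted p = 0.00342 with an estimated correlation), as were 29 and 48 of 62 E2F targets, with 1 higher in heavy polysomes (medians -0.58 and -0.71, adjusted p = 0.295 and 0.0263 with an estimated correlation). TP53INP1 had 2.26 with siRNA-1 and 0.25 with siRNA-2 in heavy polysomes (adjusted p of the difference 8.71e-05), and SLC7A11 1.19 and 2.14 (0.00747). The heavy count was 929, 908 and 1125 without siRNA-1 replicate 2 or siRNA-2 replicate 2 or 3, and the light count 1713 and 1567 without siRNA-2 replicate 1 or 3.

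**Figure D3:**
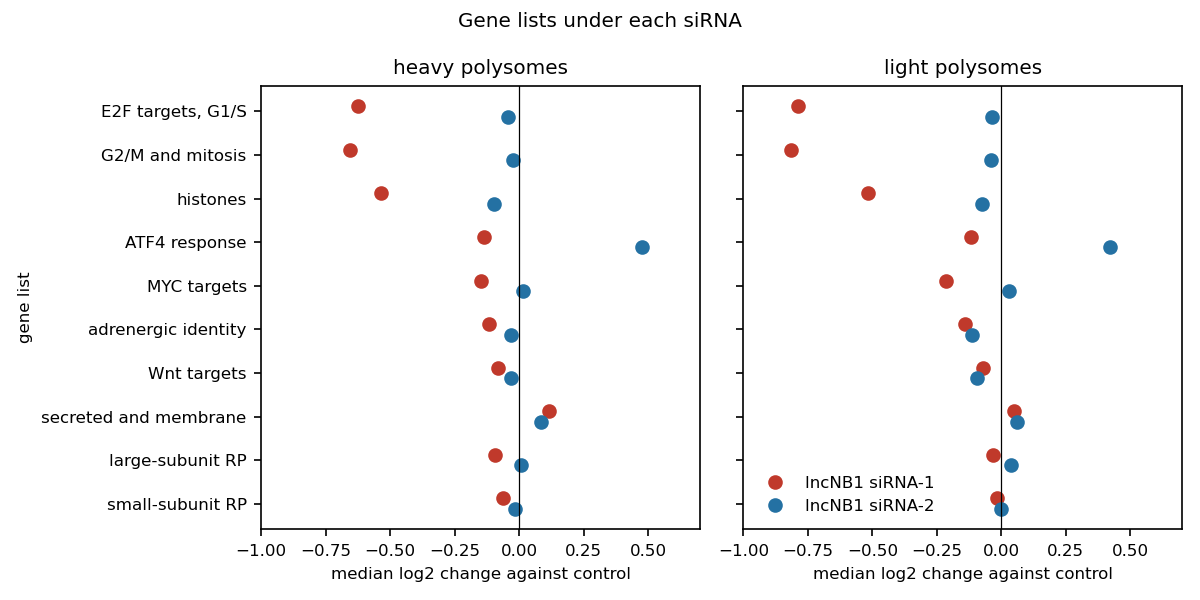
Median log2 change against control of the members of 10 gene lists with siRNA-1 (red) and siRNA-2 (blue), in heavy (left) and light polysomes (right). E2F targets had medians of -0.62 with siRNA-1 and -0.04 with siRNA-2 in heavy polysomes, and ATF4 response genes -0.14 and 0.47.

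Few genes passed with both siRNAs. In heavy polysomes 11 rose with both, among them ABCA12, SLC7A11, MIGA1, TXNIP and VLDLR, and 8 fell with both, among them DKK1, DENND6A, EIF5A2 and HIPK1. Independent lists would share 2.05 and 1.71, and lists of these sizes from simulated unchanged groups, taken by smallest p against the same controls, shared 18.1 and 19.7. In light polysomes 7 rose with both, including ABCA12, SLC7A11 and TXNIP, and 15 fell with both, including DKK1, EIF5A2, G3BP1, ELAVL3 and CCNE1. Independent lists would share 2.16 and 2.97, and the simulated ones shared 18.4 and 22.5. Taken by call instead, as the real genes were, the simulated groups shared a mean of 0.01 clusters in heavy and 0 in light polysomes. These means count all directions together, opposite signs included. With the controls split between the siRNAs, a mean of 3.17 rose and 1.17 fell with both in heavy polysomes and 1.5 rose and 2.83 fell in light polysomes. Of 27 and 32 clusters called with both, 8 and 10 had opposite signs. Across the 21448 clusters, which are not independent replicates, the effects of the siRNAs correlated at 0.193 in heavy and 0.161 in light polysomes (Pearson), against 0.429 in each for simulated unchanged groups that share the controls. The covariance was 0.0124 and 0.0106, beside 0.011 and 0.01 simulated, and the same sign was found for 59.0% and 56.8% of clusters, beside 64.1% simulated. With the controls split between the siRNAs, the mean correlation over 6 splits was 0.00115 (-0.165 to 0.0945) in heavy and -0.00129 (-0.110 to 0.0736) in light polysomes.

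Control cells showed which mRNAs sat on heavy rather than light polysomes. CD9, a tetraspanin, was higher in heavy polysomes by 2.06 (SE 0.267, 4 pairs of control arrays, limma adjusted p = 8.27e-05), the glycolytic enzymes PGAM1 by 1.80 and PGK1 by 1.77, ANXA5 by 1.79, ATP6AP1 by 1.66, PSMD10 by 1.59, UQCRC1 by 1.59, the initiation factor EIF3I by 1.59, GOLM1 by 1.56 and HMGN5 by 1.55. ITGAE was lower there (-2.47, SE 0.206, adjusted p = 8.35e-06), as were COMMD6 (-2.45), MYL6B (-2.20), BRK1 (-2.16), the histones H2BC3 (-2.15) and H2BC17 (-2.12), COPS9 (-2.13), TMA7 (-2.09), FAM200B (-2.01) and RBIS (-2.01). In all 5864 clusters passed, 3113 higher and 2751 lower in heavy polysomes. E2F1 was lower in heavy polysomes (-0.83, SE 0.156, adjusted p = 0.00116), and MYCN did not differ by more than the spread (0.02, SE 0.103, adjusted p = 0.935). Without control replicate 4, whose fractions were the most separated of the control arrays, 3637 clusters passed.

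Gene groups lay on different sides in control cells. Of 44 histones 30 were lower in heavy polysomes (median -0.72), as were 14 of 26 large-subunit ribosomal proteins (median -0.36, RPL41 -1.47, RPL14 was higher, 0.46, named after its value was seen) and 12 of 20 small-subunit ones (median -0.44, RPS29 -1.61). Higher in heavy polysomes were 27 of 62 E2F targets (HELLS 0.97, 3 lower), 20 of 38 translation factors (4 lower), 32 of 68 mitochondrial ribosomal proteins (11 lower), 13 of 37 ATF4 response genes (3 lower), 14 of 23 endoplasmic reticulum chaperones (PDIA6 1.08, 1 lower), 13 of 19 cholesterol synthesis genes (DHCR7 0.92), 20 of 32 MYC targets (LDHA 1.25, 2 lower), 13 of 28 adrenergic identity genes (DBH 0.88, 1 lower), 17 of 38 secreted and membrane proteins (ITGB1 1.11) and 11 of 20 SR and splicing factors (SRSF1 0.98, 2 lower). Adjusted over the list alone, 31 histones, 18 and 14 ribosomal proteins were lower and 31, 21, 36, 15, 15, 14, 22, 13, 17 and 12 members of the other lists higher, in the same order. These 13 lists passed with camera (adjusted p from 3.07e-15 to 0.0103) and none with an estimated correlation (adjusted p = 0.306 to 0.446 with an estimated correlation). Of 53 respiratory chain subunits 18 were higher and 19 lower, the latter including UQCR11 (-1.79) and NDUFC1 (-1.40), and the list did not pass (camera adjusted p = 0.756, the median was 0.08 and the mean -0.13).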

Values the study reported

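The study reported that lncNB1 knockdown lowered 34 mRNAs, E2F1 among them, in heavy polysomes of BE(2)-C cells. By RT-PCR of the fractions, it also reported a move of E2F1 mRNA toward light polysomes after knockdown, and none for N-Myc mRNA. The array shift given here is a different measure.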

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

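Explanations were tested for 3 patterns. The 3 tests of siRNA-2 as a weaker copy, of noise in one fraction, of mRNA level, of the number of arrays and of replicate 4, and the divisions with both siRNAs as 1 group, were chosen after the result was seen, and the others before.

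SiRNA-1 and siRNA-2 changed different genes, which could arise if siRNA-2 were a weaker copy of siRNA-1 or if the arrays of one fraction were noisy. A significant difference between the siRNAs with the larger effect for siRNA-2, found for 64.8% of the light siRNA-2 calls (57 of 88, 95% confidence interval 53.9 to 74.7), decides nothing, since these genes were picked on the same arrays. Of the heavy siRNA-2 calls, 44.9% (40 of 89, 95% confidence interval 34.4 to 55.9) differed in light polysomes with the larger effect for siRNA-2. Such intervals take genes as independent and leave out the spread between transfections, so they carry no weight here. The ATF4 response list, fixed before the data, had a median difference of -0.648 in light polysomes (-0.607 in heavy polysomes). On that list a weaker copy is unlikely, although both fractions may come from the same transfections. Of the clusters that differed between the siRNAs in heavy polysomes, 96.1% had the same sign in light polysomes. These signs argue against noise in the arrays of one fraction, but not against differences between transfections shared by both fractions. A weaker copy is unlikely only for the ATF4 response list, which was singled out after its values were seen. The cause of the difference is left open, and an effect of one siRNA on other transcripts, which was not tested here, may contribute.

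Heavy and light arrays of replicate 1 were less separated than the others. Mixing of RNA between fractions should lower the slopes of heavy and light genes alike, with differences under 0.2 in each transfection. The largest difference was 0.237 (smallest 0.11), with signs that differed between transfections, so mixing is neither met nor excluded. Compressed signal should also shrink the siRNA-1 effect, whose lower slope was 0.744 (the other 0.787), which does not decide it either. Set against replicate 4, whose fractions were the most separated, the ratio of slopes was 1 at the lowest (1.05 at the highest), so a low slope was not particular to replicate 1. Replicate 2 had higher slopes, 0.977 in heavy and 0.918 in light polysomes, so compression stays undecided.

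Genes lower in heavy polysomes were lower in light polysomes too. A change of mRNA level would lower both alike, and the median light effect was 90.8% of the heavy effect (95% confidence interval 84.2 to 97.3, 104 genes). The intervals in this paragraph come from resampling genes of the same arrays, so they leave out the spread between transfections and are too narrow. Too few arrays could also hide a shift, since 9% of simulated shifts of 0.58 were called after adjustment over all clusters (72% of shifts of 1). Selection on the heavy arrays could produce the small shift of the study's list: genes picked as lower on some heavy arrays had a median shift of -0.221 there and -0.00351 in the transfections left out (95% confidence interval -0.0553 to 0.0306). The criterion of this last test was set to the median, as first written down, after an interval-based version had been run and left it undecided, so it is weak evidence.

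Array labels were also exchanged at random. Few divisions matched the heavy count (2 of 100 as large, the real one included, 347 against at most 815 otherwise) or the light count (2 of 100, 633 against 729). Divisions that mix the siRNAs put their difference into the spread, however: with all controls kept and only siRNA labels exchanged, 6 to 11 clusters passed in heavy and 1 to 10 in light polysomes. These shares therefore do not separate knockdown from control. With both siRNAs as 1 group, the real division bears the same spread. Few divisions then matched the small counts that remained in heavy (7 of 210, 11 against 995) and light polysomes (9 of 210, 5 against 1093). Both shares were under 0.05. This test was chosen after the result was seen, however, and other divisions gave far larger counts, so it does not settle whether chance is excluded. The highest divisions held all siRNA-1 arrays on one side with control replicate 1 or 4, so siRNA-1 sets the structure of the samples. Chance could not be excluded for lower genes at 1.5-fold (8 of 100, 122 against 656), the heavy lists (32 of 100, 11 against 16), the light lists (45 of 100, 9 against 15) or the shift lists (92 of 100, 1 against 16). For the shift, a real count of 0 makes every division as large (100 of 100, at most 894), so that comparison decides nothing. The division with 894 held all replicate 1 arrays and control replicate 2 on one side, and with the replicate number as a block the real count was 0. Only the real division reached the count for heavy siRNA-1 (1 of 35, 1912 against 1122) and heavy siRNA-2 (1 of 35, 89 against 0). The same held for light siRNA-1 (1 of 35, 2486 against 0) and light siRNA-2 (1 of 35, 88 against 2). Unpaired heavy against light arrays gave the same share (1 of 35, 5821 against 1478). It is the smallest share that 35 divisions allow, with no adjustment for the number of comparisons. Exchanging arrays also ignores that those of the same number were more alike, so chance is unlikely here rather than excluded. The division with 1122 placed control replicates 1 and 2 together with siRNA-1 replicate 1. Divisions were too few for a share under 0.05 for heavy siRNA-1 against siRNA-2 (1 of 10, 1877 against 0), the same in light polysomes (1 of 10, 2635 against 0) and paired heavy against light (1 of 8, 5864 against 0).

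H1-10 in control heavy replicate 2 was 8.48, away from the nearest other control value of 8.11 (gap 0.969 of the range), and TUBB2B in control light replicate 2 was 8.04, away from 8.42 (gap 0.923 of the range), 2 of 26 groups tested. The list of genes lower in heavy polysomes, which was chosen on these heavy arrays and is not independent evidence, had a median shift of -0.14. It passed with camera at the preset correlation, and the call was lost with an estimated correlation (adjusted p = 0.925) and with fry (0.992). Among the 5741 control and other probe sets left out of the tests, 4 passed in light polysomes.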

How the results depend on the processing

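With the replicate number as a block, as for paired samples, 1569 clusters passed in heavy polysomes (3501 for siRNA-1, 590 for siRNA-2, 3319 for their difference) and 5 lists in the shift (E2F targets and G2/M genes higher, histones, large-subunit ribosomal proteins and the study's heavy list lower). Arrays of the same number correlated at 0.0195 to 0.62 in heavy (7 of 10 best with their own number), -0.104 to 0.404 in light (8 of 10) and -0.13 to 0.512 in the differences (7 of 10). The medians were 0.338, 0.08 and 0.31, against -0.0388, -0.0577 and -0.0621 for arrays of other numbers. Arrays of the same number were thus more alike, though not in every pair, and the main fits, which hold no block, leave this out. Heavy arrays and their own light array correlated at -0.0553 to 0.226 (5 of 10 best with their own). Array weights gave 882 heavy, 966 light, 308 and 304 siRNA-2 (heavy, light) and 3476 heavy siRNA-1 against siRNA-2 calls. Both siRNAs as 1 group gave 11 and 5 calls, since their difference then adds to the spread, all 20 arrays in one fit 653 heavy calls, and a fold of 1.5 or more 209 and 279. At p under 0.001, 68 clusters were lower by 1.5-fold. Leaving replicate 1 out of every group, chosen after seeing the data, gave 201 lower clusters by 1.5-fold, 143 light calls, 1482 and 21 light siRNA-1 and siRNA-2 calls and 1451 between them. Light siRNA-2 calls were 163 with a mean-dependent robust prior and 164 at a mean log2 of 5 or more. With an estimated correlation 5 heavy, 0 shift and 0 heavy against light lists passed, and with fry 7 heavy and 0 shift lists. Split controls gave siRNA correlations of 0.00115 and -0.00129. With 1 replicate left out, counts were 92 to 550 (heavy), 105 to 185 (lower by 1.5-fold), 247 to 683 (light), 913 to 1881 and 10 to 121 (heavy siRNA-1 and siRNA-2), 1531 to 2427 and 19 to 124 (light siRNA-1 and siRNA-2), 908 to 2070 and 1567 to 2790 (heavy and light siRNA-1 against siRNA-2) and 3637 to 6164 (heavy against light). Other than for the single group, the cause was not tested.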

Other observations

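Several genes stood apart from their lists. TIGAR, a p53 target that limits glycolysis, rose by 0.72 in light polysomes, a call lost without any 1 array but control replicate 3 (adjusted p up to 0.135) and with both siRNAs as 1 group (0.266). In control cells ATF4, whose translation is held back by upstream reading frames, was lower in heavy polysomes (-1.48, SE 0.152, limma adjusted p = 1.67e-05), while its target ASNS was higher (0.83, SE 0.204, adjusted p = 0.00686). ATF4 itself had 0.15 (SE 0.157, adjusted p = 0.766) after knockdown in heavy polysomes.

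At the stated thresholds 122 clusters, 94 of them with a gene symbol, were lower in heavy polysomes here. That is higher than the value quoted from the study above. The counts are not like for like, however. Every limma p-value printed in the study's list was 0.001 or less, and several printed folds, that of E2F1 among them, lay under the stated fold. The difference in counts is therefore not a disagreement at equal cuts. The count from the arrays used here was 68 at an unadjusted p under 0.001 in limma, and chance was not excluded for the 122 (8 of 100 divisions as large).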
